# Physiological and molecular effects of interleukin-18 administration on the mouse kidney

**DOI:** 10.1186/s12967-018-1426-6

**Published:** 2018-03-07

**Authors:** Kyosuke Yamanishi, Keiichiro Mukai, Takuya Hashimoto, Kaoru Ikubo, Keiji Nakasho, Yosif El-Darawish, Wen Li, Daisuke Okuzaki, Yuko Watanabe, Tetsu Hayakawa, Hiroshi Nojima, Hiromichi Yamanishi, Haruki Okamura, Hisato Matsunaga

**Keywords:** Interleukin-18, Interleukin-18 knockout, Kidney, Clinical translation, Kidney injury, Microarray, Quantitative reverse transcription polymerase chain reaction

## Abstract

**Background:**

The cytokine interleukin-18 was originally identified as an interferon-γ-inducing proinflammatory factor; however, there is increasing evidence to suggest that it has non-immunological effects on physiological functions. We previously investigated the potential pathophysiological relationship between interleukin-18 and dyslipidemia, non-alcoholic fatty liver disease, and non-alcoholic steatohepatitis, and suggested interleukin-18 as a possible novel treatment for not only these diseases but also for cancer immunotherapy. Before clinical application, the effects of interleukin-18 on the kidney need to be determined. In the current study, we examined the kidney of interleukin-18 knockout (*Il18*^−/−^) mice and the effects of interleukin-18 on the kidney following intravenous administration of recombinant interleukin-18.

**Methods:**

*Il18*^−/−^ male mice were generated on the C57Bl/6 background and littermate C57Bl/6 *Il18*^+/+^ male mice were used as controls. To assess kidney damage, serum creatinine and blood urea nitrogen levels were measured and histopathological analysis was performed. For molecular analysis, microarray and quantitative reverse transcription PCR was performed using mice 6 and 12 weeks old. To evaluate the short- and long-term effects of interleukin-18 on the kidney, recombinant interleukin-18 was administered for 2 and 12 weeks, respectively.

**Results:**

Compared with *Il18*^+/+^ mice, *Il18*^−*/*−^ mice developed kidney failure in their youth-6 weeks of age, but the condition was observed to improve as the mice aged, even though dyslipidemia, arteriosclerosis, and higher insulin resistance occurred. Analyses of potential molecular mechanisms involved in the onset of early kidney failure in *Il18*^−/−^ mice identified a number of associated genes, such as *Itgam*, *Nov*, and *Ppard*. Intravenous administration of recombinant interleukin-18 over both the short and long term showed no effects on the kidney despite significant improvement in metabolic diseases.

**Conclusions:**

Short- and long-term administration of interleukin-18 appeared to have no adverse effects on the kidney in these mice, suggesting that administration may be a safe and novel treatment for metabolic diseases and cancer.

**Electronic supplementary material:**

The online version of this article (10.1186/s12967-018-1426-6) contains supplementary material, which is available to authorized users.

## Background

The cytokine interleukin-18 (IL-18) was originally identified as an interferon-γ-inducing proinflammatory factor; however, there is increasing evidence to support its non-immunological effects on physiological functions [1–3]. IL-18 is produced as an inactive 24-kDa precursor and is processed by inflammasomes to an active 18-kDa mature form [4–7]. Previous studies have reported that mice deficient in IL-18 developed hyperphagia, obesity, and insulin resistance [8]. IL-18-knockout (*Il18*^−/−^) mice also showed dyslipidemia, non-alcoholic fatty liver disease (NAFLD), or non-alcoholic steatohepatitis (NASH) [3]. In human studies, the serum concentration of IL-18 was found to be significantly higher in patients with metabolic syndrome, type 2 diabetes mellitus, or diabetic nephropathy compared with healthy control participants [9–11].

The development of structural and functional changes in the kidney in patients with diabetes mellitus has been known for more than 20 years [12]. Diabetic nephropathy is considered the most frequent cause of end-stage renal failure in the United States [13]. A previous study found that *Il18*^−/−^ mice showed severe insulin resistance resulting in diabetes mellitus [8]; however, specific renal complications remain uncertain.

We previously reported on a novel cancer immunotherapy with IL-18 [14]. Intravenous administration of recombinant IL-18 (rIL-18) for *Il18*^−/−^ mice significantly improved dyslipidemia and prevented the onset of NASH. IL-18 may therefore be a promising factor that will contribute to novel treatment options for NAFLD or NASH mainly through correction of energy unbalances by lipids or glucose in the liver [3]. It is important that before clinical application, possible side effects of rIL-18 on the kidney are examined.

This study investigated whether *Il18*^−/−^ mice develop kidney failure as they age and whether IL-18 has beneficial or damaging effects on the kidney. We analyzed the role of IL-18 in the kidney by histopathological observation and by measuring serum concentrations of several markers in *Il18*^−/−^ mice during growth. The molecular mechanisms affected during growth were analyzed and the influence of short- and long-term administration of rIL-18 was assessed.

## Methods

### Animals

*Il18*^−/−^ male mice were generated on the C57Bl/6 background as previously described [15]. Littermate C57Bl/6 *Il18*^+/+^ male mice were used as controls. Mice were housed in groups of 3–5 in polycarbonate cages in a colony room that was maintained at a constant temperature (22 ± 1 °C) and humidity (50–60%) on a 12-h light/dark cycle (lights on at 8 a.m.) with free access to standard food (MF; Oriental Yeast Co., Ltd., Tokyo, Japan) and water. Mice were killed at 10 a.m. were used and Samples from *Il18*^+/+^ and *Il18*^−/−^ mice were taken for molecular, biochemical, and histological analyses at the same time points (n = 4–11). Additionally, five to six and three mice per group were included in the short- and long-term rIL-18 treatment groups, respectively. Details of the rIL-18 treatment are given in “Short- and long-term treatment of mice with rIL-18” section.

Animal experiments were conducted according to the “Guide for Care and Use of Laboratory Animals” published by the National Institutes of Health and approved by the Animal Care Committee of Hyogo College of Medicine (#28041 and #14-020).

### Histological analysis

Three to four mice per group were used for histopathological analysis. Mice were anesthetized with isoflurane and perfused in a transcardial manner with periodate–lysine-paraformaldehyde fixative at 10 a.m. Fixed kidneys were removed and immersed in the same fixative at 4 °C overnight. Specimens were processed for histological staining. Paraffin-embedded sections were used for hematoxylin–eosin, periodic acid–Schiff, azan, and periodic acid methenamine silver staining (all Muto Pure Chemicals Co., Ltd., Tokyo, Japan). Staining was performed according to the manufacturer’s instructions detection was achieved using the VECTASTAIN ABC Standard Kit (PK-4000; Vector Laboratories, INC., Burlingame, CA, USA) according to the manufacturer’s instructions. Paraffin-embedded sections were also stained with primary antibodies against F4/80 [product T-2008 (lot 20PO0309); dianova GmbH, Hamburg, Germany] and CD4 (553043; BD Biosciences, Tokyo, Japan). The antigen retrieval methods of F4/80 and CD4 were 4 µg/ml proteinase K (Nacalai Tesque, Inc., Kyoto, Japan) treatment at room temperature for 10 min and 0.01 M citrate buffer pH 6.0 for 10 min at 100 °C respectively referring to manufacturer’s instructions. Antibodies were diluted 1:200 and 1:125, respectively, and 5 µg/ml was used for an overnight incubation at 4 °C according to the manufacturer’s instructions, followed by incubation with 1.5 µg/ml rabbit anti-rat secondary antibody (BA-4000; Vector Laboratories, Inc.) diluted 1:1000. Stained tissues were mounted and pathological diagnosis was determined in a blind fashion by pathological specialists. Tissues were photographed using an optical microscope and CCD camera (AX-80 and DP-71; Olympus, Tokyo, Japan).

### Serum analysis

Levels of creatinine (CREA) and blood urea nitrogen (BUN) in sera were measured using enzymatic methods. Serum analysis was performed by LSI Medience Corp., Tokyo, Japan.

### Molecular analysis

The protocols for sample collection, mRNA purification, microarray, Ingenuity^®^ Pathway Analysis (IPA; Ingenuity^®^ Systems; http://www.ingenuity.com), and quantitative reverse transcription polymerase chain reaction (RT-qPCR) have been described previously [3, 16]. Mice were euthanized by decapitation at 10 a.m. and the kidneys were removed and immediately placed in liquid nitrogen and stored at − 80 °C until use.

Total RNA was purified from 12 samples using a miRNeasy mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions, and treated with five units of RNase free DNase I at 37 °C for 30 min to remove genomic DNA contamination. After phenol/chloroform extraction and ethanol precipitation, total RNA was dissolved in de-ionized distilled water. RNA concentrations were determined by NanoDrop-1000 spectrophotometry (NanoDrop Technologies, Wilmington, DE, USA).

For microarray analysis, expression profiling was performed using a SurePrint G3 Mouse GE 8x60K Microarray G4852A (Agilent Technologies, Inc., Santa Clara, CA, USA). Twelve microarrays (three for *Il18*^+/+^ mice and three for *Il18*^−/−^ mice at both 6 and 12 weeks of age) for one color experiment were performed as biological triplicates. Each gene expression profile was compared between *Il18*^+/+^ and *Il18*^−/−^ mice at 6 and 12 weeks of age. Total RNA (200 ng) was reverse-transcribed into double-stranded cDNA using AffinityScript multiple temperature reverse transcriptase (Agilent Technologies, Inc.) and amplified. The resulting cDNA was used for in vitro transcription by T7-polymerase and labeled with cyanine-3-labeled cytosine triphosphate (Perkin Elmer, Wellesley, MA, USA) using a Low Input Quick-Amp Labeling Kit (Agilent Technologies, Inc.). After labeled cDNA had been fragmented, each cRNA sample was hybridized on a SurePrint G3 Mouse GE 8x60K Microarray (#028005; Agilent Technologies, Inc.). After washing, slides were scanned with a microarray scanner (G2505C; Agilent Technologies, Inc.). Feature extraction software (ver. 10.5.1.1) was used to convert images into gene expression data. For microarray data analysis, raw data were imported into the Subio platform (ver. 1.18; Subio Inc., Kagoshima, Japan), and raw intensity data were normalized to the 75th‰ intensity of probes above background levels (gIsWellAbove = 1). Kidney genes in *Il18*^+/+^ and *Il18*^−/−^ mice were defined to show signal ratios with a greater than twofold increase or a less than 0.5-fold decrease. Details of microarray analysis and results can be found in Gene Expression Omnibus (Accession No. GSE64310).

IPA software was used for microarray analyses to provide functionality for the interpretation of gene expression data. To investigate molecular mechanism on the kidney by IL-18, core analysis was performed with the setting for “Tissues” being only “Kidney”. This software for molecular analysis was based on that described in previous studies [17, 18].

For RT-qPCR, kidney samples at 6 and 12 weeks of age were obtained from the same mice used for microarray analyses. Total RNA (10 ng/reaction) was used in the RNA-direct SYBR Green Real-Time PCR Master Mix (One-step qPCR Kit; Toyobo Co., Ltd., Tokyo, Japan). Samples were put in duplicate reactions in 384-well plates and run on a QuantStudio 12K Flex PCR system (Thermo Fisher Scientific, Waltham, MA, USA). Median threshold cycle values were used to calculate the fold change between samples from two groups. Fold change values were normalized to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*). The following temperature profile was used: 30 s at 90 °C and 20 min at 61 °C for reverse transcription, according to the manufacturer’s instructions, followed by 45 cycles at 98 °C for 1 s, 67 °C for 15 s, and 74 °C for 35 s. The primer sequences for RT-qPCR are shown in Additional file 1.

### Short- and long-term treatment of mice with rIL-18

To determine treatment responses to IL-18, mice were administered 2 µg/mouse rIL-18 dissolved in saline containing heat-inactivated normal mouse serum (0.5%). Mice were injected twice a week via the caudal vein for 2 weeks (short-term study) from 10 weeks of age, and for 12 weeks (long-term study) from 37 weeks of age, as previously reported [3]. For control experiments, saline was injected by the same procedure. Five to six and three mice per group were included in the short- and long-term treatment groups, respectively.

### Statistical analysis

All statistical analysis was performed as previously described [3, 8]. Sigmaplot™ (ver. 11.0; Systat Software, Inc., San Jose, CA, USA) was used for statistical analyses. RT-qPCR was analyzed using the Student’s *t* test after the equal variances test or Mann–Whitney *U*-test were performed as appropriate. Equal variances results are expressed as mean ± SD, and Mann–Whitney results as medians and ranges. Serum measurements and effects of rIL-18 administration was analyzed by two-way analysis of variance. A *p*-value < 0.05 was considered statistically significant. All analyses were performed at least in duplicate to confirm the results.

## Results

### Histopathological and serum observations of the kidney

Histopathological changes were observed in *Il18*^−/−^ mice at 6 weeks of age, especially around glomeruli (Fig. 1a–c, Additional file 2). Enucleated epithelial cells of the Bowman’s capsule and collapse of glomerular capillaries were observed at 6 weeks of age in *Il18*^−/−^ mice, and serum levels of CREA and BUN in *Il18*^−/−^ mice increased compared with *Il18*^+/+^ mice at 6 and 12 weeks of age. As mice aged, there were no comparable differences (Fig. 1d, e). Moreover, in the interstitium there were also no remarkable findings such as macrophage or T cell infiltration, as shown by F4/80 and CD4 staining at 6, 12, and 24 weeks of age (Additional files 2, 3). *Il18*^−/−^ mice at 6 weeks old showed renal impairment but there was no evidence of kidney injury at 48 weeks old between groups.

**Fig. 1:**
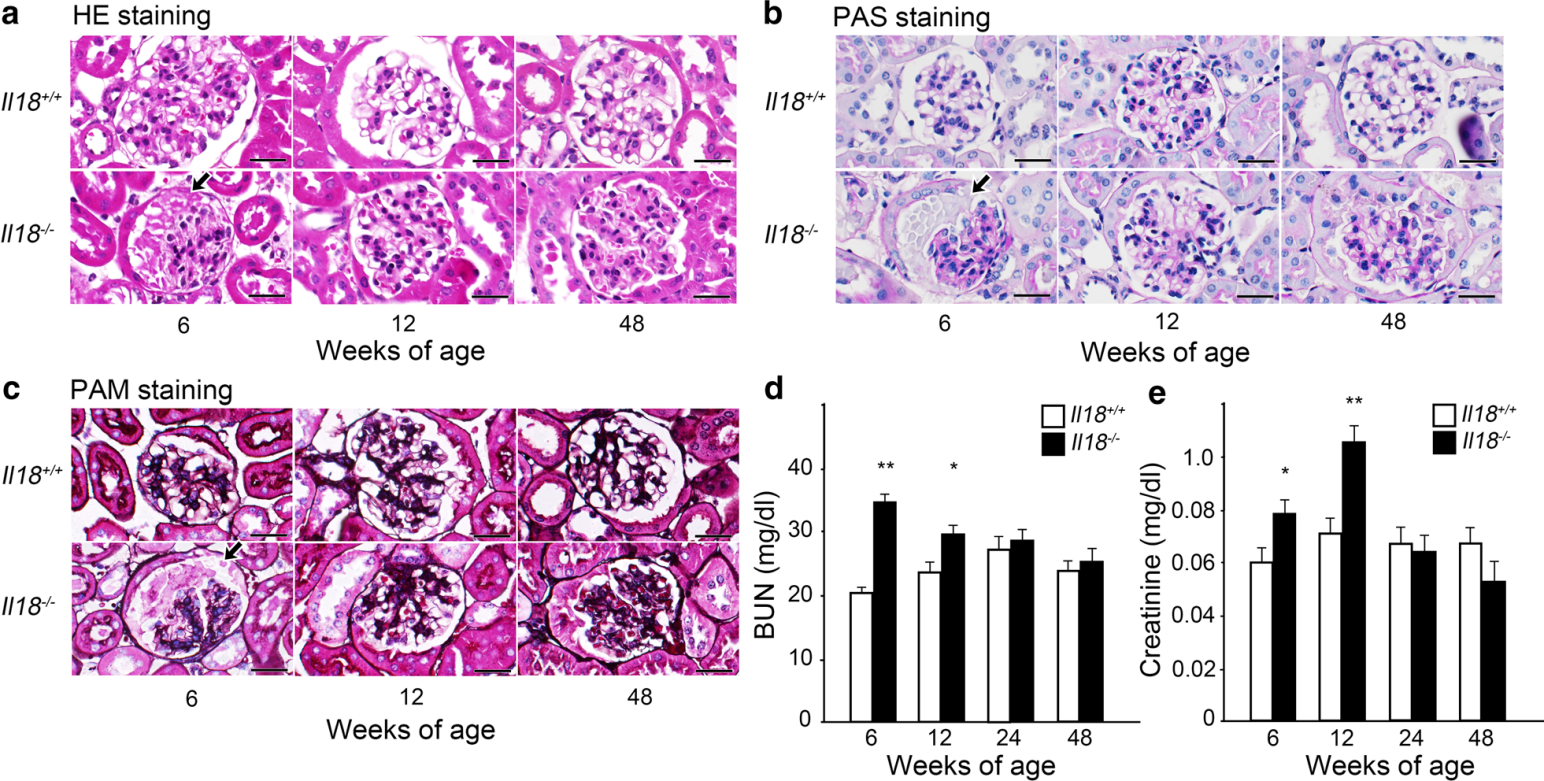
*Il18*^−/−^ mice showed renal impairment in youth but no injury was observed at 48 weeks. **a** Hematoxylin–eosin, **b** periodic acid–Schiff, and **c** periodic acid methenamine silver staining were performed at 6, 12, and 48 weeks of age. Arrows in **a**–**c** at 6 weeks old indicate enucleated epithelial cells of the Bowman’s capsule and the collapse of glomerular capillaries. Scale bars represent 50 μm (**a**–**c**). To assess the degree of damage to the kidney, serum BUN (**d**) and CREA (**e**) were measured (n = 6–8 mice per group). Data are mean ± SD. *p < 0.05, **p < 0.01. BUN: blood urea nitrogen; CREA: creatinine

### Microarray and IPA

To identify the genes responsible for kidney failure (including dyslipidemia and diabetes mellitus but not renal function degeneration) in mice at 6 and 12 weeks old, gene expression profiles in *Il18*^−/−^ mice were compared with control mice at 6 and 12 weeks old. 

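Whole kidneys of male *Il18*+/+ and *Il18*-/- mice aged 6 and 12 weeks were profiled on 12 one-colour Agilent arrays, with 3 mice per group and 1 array per mouse. The methods give the strain as C57Bl/6 and liquid nitrogen for storage, whereas the sample labels give BALB/c and RNAlater. The authors labelled the RNA with Cy3 and read each spot's intensity after background subtraction with Agilent's Feature Extraction. Each array holds 59305 gene spots, of which 57.6% to 59.0% were well above background in *Il18*+/+ mice aged 6 weeks, 53.8% to 58.7% in *Il18*-/- mice aged 6 weeks, 52.4% to 55.6% in *Il18*+/+ mice aged 12 weeks and 55.4% to 57.2% in *Il18*-/- mice aged 12 weeks. Log2 intensities were set relative to the 75th percentile of the array's gene spots well above background, as in the methods, and the spots of a probe were averaged. A probe was compared where it was well above background on all 3 arrays of at least one of the groups compared, which left 30263 probes at 6 weeks and 28960 at 12 weeks. Group means of all 12 arrays were compared with limma's moderated test, two-sided, with the Benjamini-Hochberg adjustment. The arrays lay on 3 slides. Slide 1 held the 3 *Il18*+/+ arrays of 6 weeks and 1 *Il18*+/+ array of 12 weeks, slide 3 held 1 *Il18*-/- array of 6 weeks, and slide 2 held the other 7 arrays. At 6 weeks no slide held both genotypes. With slide as a fixed block, the genotypes at 6 weeks are therefore linked only through the 1 *Il18*+/+ array of 12 weeks on slide 1. The 1 *Il18*-/- array of slide 3 then carries no information on genotype. On this scale *Il18*, the targeted gene, lay between −2.90 and −2.30 on the 6 *Il18*+/+ arrays and between −5.01 and −4.35 on the 6 *Il18*-/- arrays.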

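At 6 weeks old, 232 probes differed more than 2-fold between *Il18*-/- and *Il18*+/+ mice at an unadjusted p under 0.05, 94 of them higher and 138 lower in *Il18*-/- mice. At 12 weeks old there were 150 such probes, 81 higher and 69 lower. They carried 127 and 88 distinct gene symbols. After the adjustment over all probes tested, 13 probes (7 higher, 6 lower) at 6 weeks and 15 probes (7 higher, 8 lower) at 12 weeks had an adjusted p under 0.05. Without the adjustment, 9.72% of the probes tested at 6 weeks and 8.06% of those at 12 weeks had a p under 0.05. As a ratio to the counts above, the alternative set in advance that moved the 2-fold count most was the normexp background correction at 6 weeks, with 50 probes (49 at 12 weeks), and no filter on dim probes at 12 weeks, with 619 probes (842 at 6 weeks). Of the 232 and 150 probes, 132 and 57 were not well above background on all 6 arrays of their age. With slide as a fixed block, 595 probes at 6 weeks and 300 at 12 weeks passed the 2-fold criterion, and 3 and 22 had an adjusted p under 0.05. Both ages shared 23 probes past the 2-fold criterion, 14 changed in the same direction and 9 in opposite directions. Leaving out 1 array changed the 13 adjusted calls at 6 weeks to 7 without *Il18*+/+ replicate 3, 7 without *Il18*-/- replicate 1, 24 without *Il18*-/- replicate 2 and 6 without *Il18*-/- replicate 3. The 15 calls at 12 weeks became 23, 9 and 6 without *Il18*+/+ replicates 1, 2 and 3, and 9, 9 and 7 without *Il18*-/- replicates 1, 2 and 3. The 2-fold count at 12 weeks became 346 without *Il18*+/+ replicate 1 and 251 without *Il18*-/- replicate 3.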

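The genes with the largest changes among the 2-fold probes that were well above background on all 6 arrays of their age and did not overlap between the genotypes were, at 6 weeks, *Pde5a* with a log2 fold change of 3.32 (adjusted p = 0.394), *Dirc2* with 2.63 (adjusted p = 0.44), *Xlr3b* with −2.41 (adjusted p = 0.394), *Tmprss4* with 1.97 (adjusted p = 0.004) and *Il18* with −1.90. At 12 weeks they were *Tmem25* with −2.66 (adjusted p = 0.24), *Apoc3* with 2.56 (adjusted p = 2.91e-06), *Arntl* with 2.24 (adjusted p = 0.0282), *Il18* with −2.10 and *Gm7120* with 2.08 (adjusted p = 0.152). These adjusted p values came from limma over all probes tested. Of the 2-fold probes with a gene symbol that were well above background on all 6 arrays, 49 of 63 at 6 weeks and 58 of 64 at 12 weeks did not overlap between the genotypes. Chance alone gives 10% of probes not selected for their change. These probes were selected for it on the same arrays, so that 10% is no measure for them. With slide as a fixed block, *Pde5a* and *Dirc2* kept their direction at unadjusted limma p values of 0.163 and 0.148. *Tmprss4*, *Tmem25* and *Apoc3* lie within 10 Mb of *Il18* on chromosome 9.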

For *Il18*^−*/*−^ mice, 158 genes at 6 weeks and 142 genes at 12 weeks showed a greater than twofold increase or a less than 0.5-fold decrease, respectively (p < 0.05 for both age groups). Among these genes, eight and four molecules at 6 and 12 weeks old, respectively, involved in kidney function were identified from core analysis using IPA. These were paired box gene 2 (*Pax2*), interleukin 18 (*Il18*), integrin alpha M (*Itgam*), peroxisome proliferator activator receptor delta (*Ppard*), lecithin-retinol acyltransferase (*Lrat*), mitogen-activated protein kinase 8 (*Mapk8*), stabilin 2 (*Stab 2*), and nephroblastoma overexpressed gene (*Nov*) at 6 weeks old and *Il18*, C-X-C motif chemokine 10 (*Cxcl10*), Notch homolog 1 (*Notch1*), and cytochrome P450, family 4, subfamily a, polypeptide 14 (*Cyp4a14*) at 12 weeks old (Tables 1, 2, Additional file 1).

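The core analysis in IPA was not repeated here. On the array, the accessions that Additional file 1 lists for these genes identify the probes behind each one, with positions in the mm9 assembly. *Il18* has 1 probe at 50389761 to 50389820 on chromosome 9. *Lrat*, *Nov*, *Ppard* and *Cyp4a14* also have 1 probe each, whereas *Itgam*, *Mapk8* and *Pax2* have 3 each and *Notch1* has 2. The probe of the accession listed for *Stab2* is named by a transcript identifier in the files, and another probe carries the name *Stab2*. *Cxcl10* has 2 probes of that name, 1 of them with the listed accession. Averaged over the probes of the accession, 6 of the 12 gene and age pairs differed more than 2-fold at an unadjusted p under 0.05. The 6 include *Nov* at 6 weeks, whose probe was not well above background on all arrays of either group, so its ratio is not resolved. Across the processing alternatives set in advance the count of such pairs was 4 to 8. Over all probes tested, 2 of the 12 pairs had an adjusted p under 0.05 in limma, *Il18* at both ages, and adjusted over the list alone it was 10 of 12. The study chose the list on these samples, so the count adjusted over the list alone is not independent evidence.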

**Table 1:** Core analysis of the kidney in 6-week-old mice

Diseases or functions annotation	p-value	Molecules
Delayed hypersensitive reaction of renal glomerulus	4.92E−03	*Il18*
Injury of kidney	3.50E−02	*Il18*, *Ppard*
Injury of endothelial cells	4.92E−03	*Itgam*
Thrombosis of blood	4.92E−03	*Itgam*
Recruitment of neutrophils	9.83E−03	*Itgam*
Accumulation of neutrophils	1.96E−02	*Itgam*
Generation of reactive oxygen species	2.92E−02	*Itgam*
Concentration of retinol	9.83E−03	*Lrat*
Hypertrophy of renal glomerulus	1.27E−02	*Mapk8*, *Stab 2*
Congestion of vasculature	1.96E−02	*Nov*
Aggregation of mesenchymal cells	4.92E−03	*Pax2*
Abnormal morphology of renal calyx	9.83E−03	*Pax2*
Development of renal calyx	9.83E−03	*Pax2*
Organogenesis of kidney	9.83E−03	*Pax2*
Size of renal medulla	9.83E−03	*Pax2*
Hypoplasia of renal cortex	1.47E−02	*Pax2*
Development of epithelial cells	1.96E−02	*Pax2*
Injury of outer medulla	4.92E−03	*Ppard*
Injury of renal cortex	9.83E−03	*Ppard*
Fibrosis of renal glomerulus	3.87E−02	*Stab 2*

**Table 2:** Core analysis of the kidney in 12-week-old mice

Diseases or functions annotation	p-value	Molecules
Mitogenesis of mesangial cells	1.47E−02	*Cxcl10*
Synthesis of DNA	3.87E−02	*Cxcl10*
Migration of mesangial cells	4.35E−02	*Cxcl10*
Renal vascular resistance	1.96E−02	*Cyp4a14*
Flow of blood	4.82E−02	*Cyp4a14*
Delayed hypersensitive reaction of renal glomerulus	4.92E−03	*Il18*
Transformation of kidney cells	1.47E−02	*Notch1*

### Gene expression comparison between groups by RT-qPCR

To confirm mRNA expression by microarray, RT-qPCR was performed. At 6 weeks old, expression of *Itgam*, *Nov*, and *Stab 2* in *Il18*^−/−^ mice significantly increased compared with *Il18*^+/+^ mice (Table 3). Expression of *Il18*, *Lrat*, and *Ppard* significantly decreased in *Il18*^−/−^ mice compared with *Il18*^+/+^ mice (Table 3). At 12 weeks old, expression of *Cxcl10*, *Cyp4a14*, and *Il18* was lower in *Il18*^−/−^ mice compared with *Il18*^+/+^ mice (Table 4).

**Table 3:** Comparison of molecular expression between microarray and RT-qPCR analysis in 6-week-old mice

Gene	Microarray	RT-qPCR
*Il18*	0.280 ± 0.11	0.154 ± 0.024*
*Itgam*	3.02 ± 0.15	1.77 ± 0.39*
*Lrat*	0.478 ± 0.12	0.416 ± 0.068*
*Mapk8*	0.370 ± 0.28	0.991 ± 0.19
*Nov*	2.60 ± 0.31	1.643 ± 0.10*
*Pax2*	2.13 ± 0.28	1.17 ± 0.35
*Ppard*	0.426 ± 0.10	0.572 ± 0.099*
*Stab 2*	2.08 ± 0.21	1.39 ± 0.067*

Comparison between microarray and RT-qPCR analysis at 6 weeks old is shown as a ratio (*Il18*^−/−^/*Il18*^+/+^). Data are mean ± SD. * p < 0.05 (n = 3 per group)

**Table 4:** Comparison of molecular expression between microarray and RT-qPCR analysis in 12-week-old mice

Gene	Microarray	RT-qPCR
*Cxcl10*	0.495 ± 0.50	0.573 ± 0.036*
*Cyp4a14*	0.461 ± 0.10	0.386 ± 0.16*
*Il18*	0.241 ± 0.11	0.129 ± 0.069*
*Notch1*	0.481 ± 0.10	0.740 ± 0.28

Comparison of molecular expression between microarray and RT-qPCR analysis at 12 weeks old is shown as a ratio (*Il18*^−/−^/*Il18*^+/+^). Data are mean ± SD.* p < 0.05 (n = 3 per group)

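At 6 weeks old, the *Il18* signal was 387 ± 42.0 (mean ± SD, n = 3) in *Il18*+/+ mice and 104 ± 12.3 in *Il18*-/- mice, a ratio of 0.268, and it stayed well above background on all *Il18*-/- arrays. The ratio was 0.407 for *Ppard*, from 4340 ± 1110 to 1740 ± 268, and 0.456 ± 0.150 for *Lrat*, which read 77.0 ± 24.5 in *Il18*-/- mice. limma's adjusted p over all probes was 0.00401 for *Il18*, 0.0995 for *Ppard* and 0.168 for *Lrat*. With slide as a fixed block, where 1 array links the slides of the genotypes, the ratio of *Lrat* was 0.607 and no longer had an unadjusted p under 0.05. The 3 *Itgam* probes differed. One was not well above background on any *Il18*+/+ array and at least 2.64-fold higher in *Il18*-/- mice, where it read 48.4 ± 10.5. The other two had ratios of 1.05 and 0.852, the last from 11800 ± 1890 to 10100 ± 1940. Where only one group was above background, this bound sets its mean against the lowest signal among probes well above background on each array, or the dim probe's own signal where that was higher. Averaged over its 3 probes, *Itgam* had a ratio of 1.37 ± 0.302 (adjusted p = 0.551 from limma). One *Mapk8* probe was at least 2.54-fold lower in *Il18*-/- mice, the other two had ratios of 0.916 and 0.907, and the average of the 3 was 0.664 ± 0.112. Both averages include a probe that was dim in one genotype. For *Nov*, signals were 6.35 ± 2.20 in *Il18*+/+ and 15.7 ± 5.17 in *Il18*-/- mice, well above background on 0 and 1 of 3 arrays, so no ratio is given. The same holds for the probe of the *Stab2* accession, with 12.2 ± 0.762 and 24.8 ± 6.47. The brighter probe named *Stab2* read 1570 ± 209 and 1500 ± 29.0, a ratio of 0.962. One *Pax2* probe was at least 1.63-fold higher in *Il18*-/- mice, and the other two were not well above background on all 3 arrays of either group. The genotypes did not overlap in 7 of the 8 genes, *Pax2* being the exception. An exact permutation test (two-sided) therefore gave p = 0.1, the smallest that 3 arrays against 3 allow, in those 7 genes. Chance gives 10% for a gene not selected for its change, but the study chose these genes on the same samples. The 7 include *Nov* and *Stab2*, whose probes were dim in both groups.

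**Figure D1:**
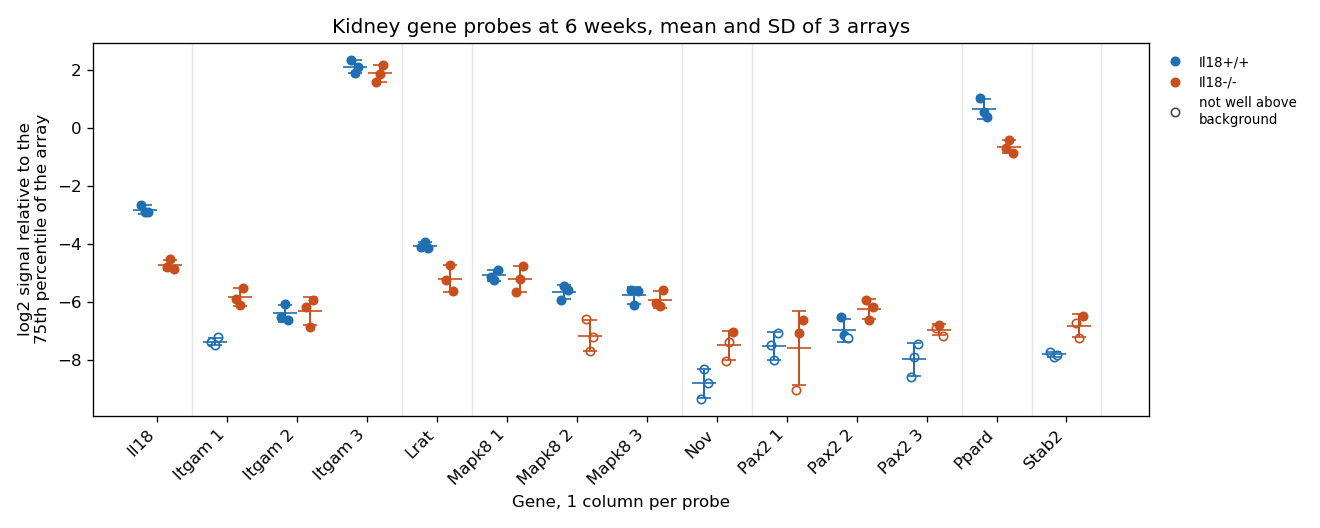
Signal of each probe of the 8 genes at 6 weeks old, as log2 relative to the array's 75th percentile, for *Il18*+/+ (blue) and *Il18*-/- (orange) mice, with bars for the mean and SD of 3 arrays and open symbols for arrays where the probe was not well above background. The probes of *Itgam*, *Mapk8* and *Pax2* are numbered 1 to 3. *Il18*, *Ppard* and *Lrat* are filled on all 6 arrays, and the *Nov* and *Stab2* accession probes are open on all *Il18*+/+ arrays.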

At 6 weeks old, *Itgam*, *Il18*, *Lrat*, *Nov*, and *Ppard* appeared to be expressed differently with microarray analysis, which might be related to kidney function. At 12 weeks old, *Cxcl10*, *Cyp4a14*, and *Il18* showed similar tendencies in terms of differences between the groups.

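The *Il18* signal at 12 weeks old fell from 480 ± 75.8 (mean ± SD, n = 3) in *Il18*+/+ mice to 113 ± 25.4 in *Il18*-/- mice, a ratio of 0.233 (adjusted p = 0.00138 from limma over all probes). *Cyp4a14* read 2380 ± 758 and 1070 ± 440, a ratio of 0.437 ± 0.191 (adjusted p = 0.597). Over the alternatives its ratio ranged from 0.352 to 0.523 and its unadjusted limma p from 0.00624 to 0.121. At 6 weeks old its ratio was 1.1, from 11500 ± 2070 to 15600 ± 12500. The probe of the *Cxcl10* accession read 8.71 ± 3.08 in *Il18*+/+ and 4.12 ± 0.238 in *Il18*-/- mice and was well above background on 0 of 6 arrays, so no ratio is given. The other, brighter probe named *Cxcl10* read 1210 ± 345 and 935 ± 158, a ratio of 0.790, and 0.784 at 6 weeks old. One *Notch1* probe read 1120 ± 267 and 519 ± 58.0, a ratio of 0.470 (adjusted p = 0.61), and the other was well above background on 0 of 6 arrays. The genotypes did not overlap in *Il18*, *Cyp4a14*, the bright *Notch1* probe and the dim *Cxcl10* probe (10% by chance for each), with p = 0.1 in the exact permutation test, and overlapped in the mean of the *Notch1* probes, with p = 0.2.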

To validate the correlation between microarray and RT-qPCR analysis, Spearman’s rank correlation coefficient analysis was performed for each group (6-week-old group: p = 0.0038, rs = 0.881; 12-week-old group: p = 0.0016, rs = 0.827).

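Across the 8 genes at 6 weeks old, the ratios computed from the array files had a Spearman rank correlation of 0.833 with the paper's RT-qPCR ratios in Table 3 (exact permutation test, two-sided, p = 0.015, 0.0225 after the Benjamini-Hochberg adjustment over 3 correlations). Across the 4 genes at 12 weeks old it was 1 with the ratios in Table 4 (exact permutation test, p = 0.083, the smallest that 4 genes allow). Over all 12 pairs it was 0.930 (permutation test with 100000 resamples, p = 4e-05, adjusted p = 0.00012). Pearson's correlation of the log2 ratios was 0.901 at 6 weeks and 0.918 over the 12 pairs. These correlations run across genes, which are not independent replicates, and the methods state that both measurements came from the same mice. They include *Nov*, *Stab2* and *Cxcl10*, whose probes by the listed accession were not well above background in either group, and the averages of *Itgam*, *Mapk8*, *Pax2* and *Notch1* include probes that were dim in one or both groups. The alternatives set in advance that moved the correlation at 6 weeks most gave 0.762 (normexp and the floor on low signals) and 0.905 (without *Il18*-/- replicate 2).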

### Effect of short-term rIL-18 treatment on kidney function

To verify the effects of IL-18 on the kidney, especially any potential side effects, *Il18*^+/+^ and *Il18*^−/−^ mice were treated with rIL-18. Serum BUN and CREA were not affected by rIL-18 administration (Fig. 2a, b). No histological changes in glomeruli were observed between groups (Fig. 2c–e). Short-term treatment with rIL-18 appeared to have no influence on the kidney, including any side effects.

**Fig. 2:**
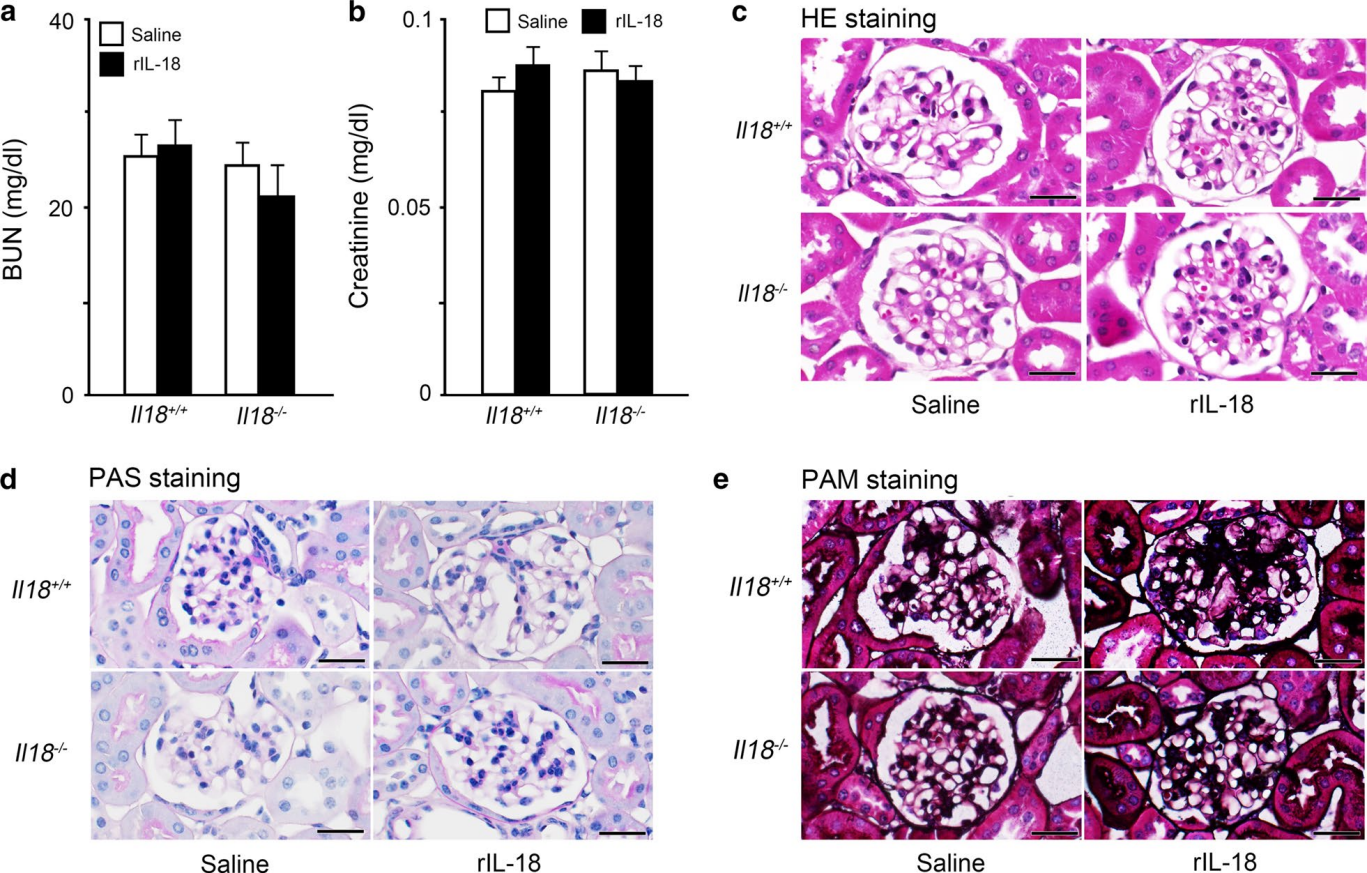
No side effects were observed with rIL-18 administration for 2 weeks. To analyze the effects on renal function, mice were injected with rIL-18 twice a week for 2 weeks from 10 weeks of age (short-term treatment). Serum levels of BUN (**a**) and CREA (**b**) are shown. Data are mean ± SD (**a**, **b**: n = 8 per group). **c** Hematoxylin–eosin, **d** periodic acid–Schiff, and **e** periodic acid methenamine silver staining. Scale bars represent 50 μm (**c**–**e**). BUN: blood urea nitrogen; CREA: creatinine

### Effect of long-term rIL-18 treatment on the kidney in *Il18*^*−/−*^ mice

To determine the efficacy of rIL-18 in *Il18*^−/−^ mice, we administered rIL-18 to *Il18*^−/−^ mice twice a week for 12 weeks from 37 weeks old and found that the kidneys of *Il18*^−/−^ mice did not show any differential changes (Fig. 3a–d).

**Fig. 3:**
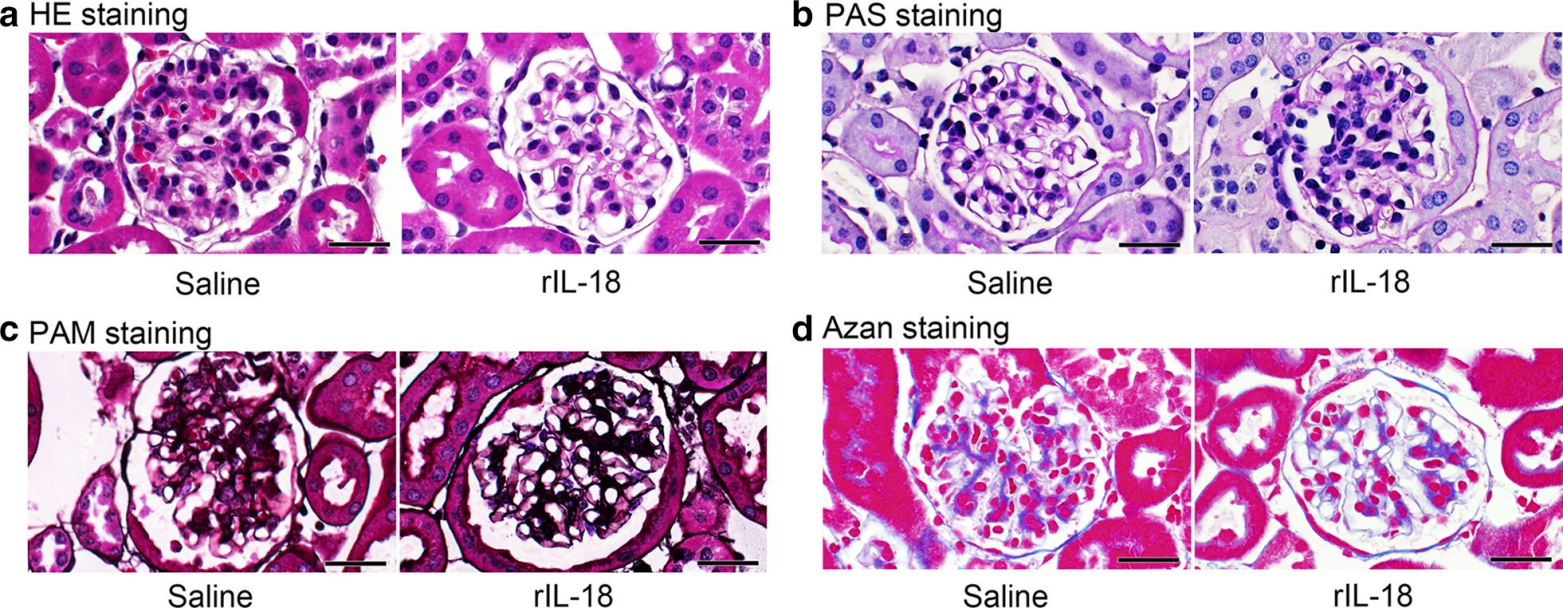
Effects of long-term treatment with rIL-18 on the kidney. Histopathological analysis was conducted to assess renal damage with rIL-18 exposure for 12 weeks. **a** Hematoxylin–eosin, **b** periodic acid–Schiff, **c** periodic acid methenamine silver, and **d** azan staining. Scale bars represent 50 μm (**a**–**d**)

## Discussion

In the current study, we found that: (1) *Il18*^−/−^ mice showed renal impairment in their youth-6 weeks of age, but improved naturally as they aged; (2) even though no renal damage was observed at 48 weeks of age, *Il18*^−/−^ mice showed diabetes mellitus, dyslipidemia, and arteriosclerosis; (3) several molecules related to renal function were affected by a lack of IL-18; and (4) the administration of IL-18 exerted few effects on the kidney regardless of short or long-term administration.

IL-18 is associated with the pathogenesis of a number of renal disorders, such as autoimmune diseases [19, 20]. In humans, IL-18 in the urine is one of the early markers of renal tubular disease [21]. IL-18 deficiency protects against renal fibrosis by aldosterone-salt treatment [22]. In human mesangial cells, inhibition of 5-lipoxygenase and cyclooxygenase, which play important roles in the pathogenesis of glomerulonephritis in childhood, resulted in IL-18-induced proinflammatory cytokine release and cellular proliferation of these cells [23–32]. It is possible that IL-18 has a substantial impact on the kidney, including renal tubules, glomeruli, and mesangial cells.

No remarkable changes were observed in renal tubules during initial growth in the current study. In youth, however, enucleated epithelial cells of the Bowman’s capsule and collapse of glomerular capillaries were detected despite a deficiency of IL-18 (Fig. 1a–c). Serum BUN levels in *Il18*^−/−^ mice increased significantly compared with *Il18*^+/+^ mice. These results suggest that a deficiency in IL-18 led to temporary kidney damage during youth, however this damage might improve naturally over time.

*Il18*^−/−^ mice show dyslipidemia at 6 weeks old, develop diabetes mellitus, and show high glucose and insulin levels and arteriosclerosis at 6 months old, and NAFLD or NASH at 48 weeks old [3, 8]. Structural and functional changes in the kidney develop with diabetes mellitus [12]. In the current study, at over 6 months old, no remarkable changes to the kidney were observed (Fig. 1a–e). Down-regulation of IL-18 expression can protect renal function and prevent the development of diabetic nephropathy [33]. It is suggested that IL-18 deficiency can result in an energy unbalance, such as some sort of metabolic disorder, despite preserving renal function.

With regard to possible molecular mechanisms, eight and four genes at 6 and 12 weeks old, respectively, were identified by core analysis using IPA (Tables 1, 2). Expression of *Il18*, *Itgam*, *Lrat*, *Nov*, *Ppard*, and *Stab 2* were significantly different between *Il18*^+/+^ and *Il18*^−/−^ mice at 6 weeks old using RT-qPCR (Table 3). Similar to that observed in 6-week-old mice, 12-week-old mice showed significantly different expression of *Cxcl10*, *Cyp4a14*, and *Il18* between groups (Table 4).

At 6 weeks of age, renal impairment was observed in *Il18*^−/−^ mice. As reported previously, inhibition of IL-18 protects renal function, such as prevention of the development of diabetic nephropathy [33]. *Itgam* induces kidney macrophage recruitment, and glomerular histological changes, and contributes to kidney injury in diabetic nephropathy [34]. *Nov* shows reduced expression levels with inflammation and renal fibrosis after nephropathy in mice [35]. *Ppard* plays an important role in energy metabolism and *Ppard* agonist decreases insulin and glucose levels by increasing glucose transport and possibly affecting subsequent chronic kidney disease risks [36]. Polymorphisms in *PPARD* is significantly associated with the risk for chronic kidney disease in Japanese [36]. A deficit in *Stab 1* and *Stab 2* exhibit the development of severe glomerular fibrosis [37]. In the current study, expression of *Itgam*, *Nov*, and *Stab 2* increased and *Ppard* decreased in *Il18*^−/−^ mice (Table 3), suggesting that increased levels of *Itgam* and *Nov* and decreased expression of *Ppard* led to kidney damage in youth-aged mice, although high levels of *Stab 2* might show some protective effects.

At 12 weeks old, renal impairment showed signs of improvement compared with 6-week-old mice (Fig. 1a–e). The affected molecules at 6 weeks old normalized, excluding *Il18*, and expression of *Cxcl10* and *Cyp4a14* in *Il18*^−/−^ mice was lower compared with *Il18*^+/+^ mice (Table 4). 

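Of *Il18*, *Ppard* and *Lrat*, the genes of the 6-week list with every probe well above background at both ages, *Ppard* and *Lrat* had a genotype effect that differed between the ages when adjusted over the list alone. The study chose the genes of this list for their change at 6 weeks on the same samples. Such a choice favours a difference from 12 weeks, so a p adjusted over the list alone is not independent evidence. *Ppard* at 12 weeks old read 1360 ± 221 (mean ± SD, n = 3) in *Il18*+/+ and 2710 ± 580 in *Il18*-/- mice, a ratio of 1.98 (adjusted p = 0.281 from limma over all probes), with no overlap between the genotypes (10% by chance). Its genotype effect at 6 weeks minus that at 12 weeks was −2.28 on the log2 scale (standard error 0.30), with an adjusted p from limma of 0.0327 over all probes and of 0.00011 adjusted over the list alone. *Lrat* read 69.2 ± 11.2 and 89.4 ± 16.5, a ratio of 1.29, and the difference of its effects was −1.50 (standard error 0.30), with an adjusted p of 0.17 over all probes and of 0.00151 adjusted over the list alone. The median of this difference over all 30549 probes was −0.155, and relative to it *Ppard* had −2.13 and *Lrat* −1.34. For *Il18* the difference was 0.20, with an adjusted p over the list alone of 0.551. For *Itgam*, *Mapk8* and *Pax2* none is given, because a probe of each was not well above background in either group at 12 weeks old. On slide 2 alone, which held both genotypes at 12 weeks, *Ppard* was higher in *Il18*-/- mice by 1.06 on the log2 scale, and no slide held both at 6 weeks. From higher *Itgam* and *Nov* and lower *Ppard* at 6 weeks, the paper proposes that these changes led to kidney damage in young mice, and it states that the affected molecules other than *Il18* returned to normal by 12 weeks.

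**Figure D2:**
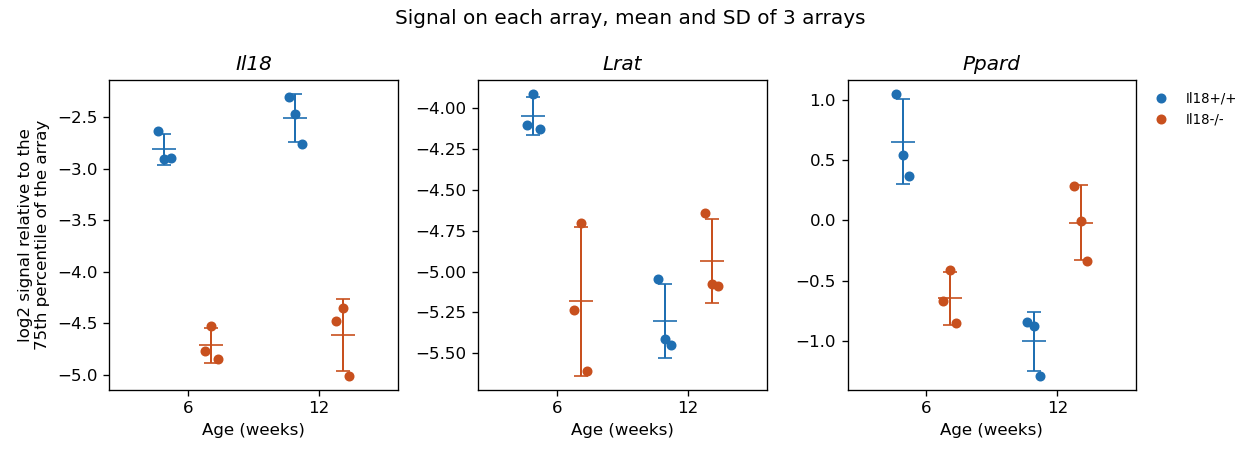
Signal of *Il18*, *Lrat* and *Ppard* at 6 and 12 weeks old, as log2 relative to the array's 75th percentile with a separate axis for each gene, for *Il18*+/+ (blue) and *Il18*-/- (orange) mice, with bars for the mean and SD of 3 arrays. *Il18* is lower in *Il18*-/- mice at both ages, and *Ppard* is lower at 6 weeks and higher at 12 weeks.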

CXCL10/*Cxcl10* can be expressed by mesangial cells [38, 39] and tubular epithelial cells [40] in the kidney by stimulation of proinflammatory cytokines, such as interferon-γ [38]. *Cyp4a14*-deficient mice exhibit deterioration of renal disease with increased albuminuria, mesangial expansion, and glomerular matrix deposition [41]. Consequently, loss of IL-18 might result in loss of the ability to induce normal inflammatory responses or to decrease *Cxcl10* levels or to protect the kidney.

In a previous study, we found that dyslipidemia in *Il18*^−/−^ mice recovered with short-term (2 weeks) administration of rIL-18 [3]. Additionally, *Il18*^−/−^ mice that received rIL-18 for 12 weeks recovered from conditions corresponding to NAFLD or NASH [3]. In another study, we suggested a new cancer immunotherapy using IL-18 [14]. Therefore, it appears that IL-18 is not only essential for the synthesis of lipids, for maintaining an energy balance, and for promoting normal lipolysis, but also plays a role in boosting immunological functions.

Before clinical application, the effects of IL-18 on the kidney require study. We found that short-term intravascular administration of IL-18 (2 weeks) induced no kidney damage, and appeared to improve dyslipidemia in *Il18*^−/−^ mice (Fig. 2a–e) [3]. With long-term administration of rIL-18 in *Il18*^−/−^ mice, we observed no remarkable findings (Fig. 3a–d). These results suggest that IL-18 administration had little effect on the kidney in these mice, but did show a number of beneficial effects, such as maintaining energy balance and cancer immunotherapy.

This study was limited in that only IL-18 and no other medication was administered. It is possible that IL-18 combined with other medication may have other effects on the kidney including side effects. Moreover, this study only focused on the kidney. However, we are currently investigating the relationship between IL-18 and physiological homeostasis [3], with particular emphasis on not only other remodeling of the kidney but also other organs such as adipose tissue and the pancreas.

## Conclusion

We observed a novel influence of IL-18 on the kidney. A deficiency in IL-18 resulted in kidney injury in younger mice but protection from renal damage was observed in mice aged 48 weeks even though *Il18*^−/−^ mice showed signs of diabetes mellitus, dyslipidemia, and arteriosclerosis. Because IL-18 is considered a possible novel clinical treatment for some conditions, such as cancer immunotherapy, assessment of adverse effects are required. In this study, we found that short- and long-term administration of IL-18 had no adverse effects on the kidney in this population of mice.

## Additional files

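Additional file 1 lists a GenBank accession and a primer pair for each gene measured by RT-qPCR, and the methods normalize to *Gapdh*. The accession listed beside *Gapdh* belongs on the array to the probe named *G6pc*. That probe read 41300 ± 12200 (mean ± SD, n = 3) in *Il18*+/+ and 31600 ± 6190 in *Il18*-/- mice at 6 weeks old, a ratio of 0.778, and its ratio at 12 weeks old was 0.866. The 8 probes named *Gapdh* had ratios from 0.926 to 1.2 at 6 weeks and from 0.997 to 1.14 at 12 weeks, with lowest unadjusted limma p values of 0.191 and 0.116. The gene that the primers amplify was not examined here.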

**Additional file 1.** Primer sequences used for RT-qPCR. Primer sequences for each gene are shown.

**Additional file 2.** HE staining of the interstitium and azan staining of the kidney at 6, 12, and 48 weeks of age. (a) HE staining of the renal interstitium. (b) Histopathological azan staining of the kidney. Scale bars represent 50 μm. HE: Hematoxylin and eosin.

**Additional file 3.** No macrophages were observed in the kidney at 6, 12, and 48 weeks of age. Immunostaining findings of (a) F4/80 and (b) CD4 are shown during aging. Scale bars represent 50 μm.

## Abbreviations

BUN: blood urea nitrogen
CREA: creatinine
*Cxcl10/*CXCL10: C-X-C motif chemokine 10
*Cyp4a14*: cytochrome P450, family 4, subfamily a, polypeptide 14
*Gapdh*: glyceraldehyde-3-phosphate dehydrogenase
IL-18: interleukin 18
*Il18*: interleukin 18
*Il18*^−/−^: IL-18 knockout
IPA: Ingenuity^®^ Pathway Analysis
*Itgam*: integrin alpha M
*Lrat*: lecithin-retinol acyltransferase
*Mapk8*: mitogen-activated protein kinase 8
NAFLD: non-alcoholic fatty liver disease
NASH: non-alcoholic steatohepatitis
*Notch1*: Notch homolog 1
*Nov*: nephroblastoma overexpressed gene
*Pax2*: paired box gene 2
*Ppard*/*PPARD*: peroxisome proliferator activator receptor delta
RT-qPCR: quantitative reverse transcription polymerase chain reaction
rIL-18: recombinant IL-18
*Stab 2*: stabilin 2

# Supplementary material for: Physiological and molecular effects of interleukin-18 administration on the mouse kidney
**Source:** J Transl Med. 2018 Mar 7;16:51. doi: 10.1186/s12967-018-1426-6
**Supplement:** Supplementary file 1 — Additional file 1. Primer sequences used for RT-qPCR. Primer sequences for each gene are shown.

**Additional file 1. Primer sequences used for qRT-PCR.**

| **Gene** | **GenBank Accession** |  | **Primers ( 5' - 3' )** |
| --- | --- | --- | --- |
| *Cxcl10* | AK156907 | sense | TAAACGTCCCTCCCGTAACCAC |
|  |  | anti-sense | TAGAGTCACAGACCCGTCCC |
| *Cyp4a14* | NM_007822 | sense | TGGACATCCTCTTGTTTGCCAG |
|  |  | anti-sense | ACGCAGGTCCTCATCAGACA |
| *Gapdh* | NM_008061 | sense | TCTTAAAGAGACTGTGGGCATCAATCTCC |
|  |  | anti-sense | GCGTTGTCCAAACAGAATCCACT |
| *Il18* | NM_008360 | sense | AGGACAAAGAAAGCCGCCTC |
|  |  | anti-sense | TCATTTCCTTGAAGTTGACGCAAGAGT |
| *Itgam* | NM_008401 | sense | GCCAGAACCCGCTCACCAA |
|  |  | anti-sense | TTCAGAGCCCCATGCCCTT |
| *Lrat* | NM_023624 | sense | AGAACCGTCCCTATGAAATCAGC |
|  |  | anti-sense | AAAATGGGTCCGTGACACCT |
| *Mapk8* | NM_016700 | sense | TAGCCCTTACTGTTTGACCT |
|  |  | anti-sense | GGTTTGCACTTCACATGCTT |
| *Notch1* | NM_008714 | sense | CTCAAGCCCCTGAAGAATGCC |
|  |  | anti-sense | CTTCGTCTCCCCACTCGTTC |
| *Nov* | NM_010930 | sense | CTGACTCCAGCATTAACTGCAT |
|  |  | anti-sense | TGGACACGCCCATTCCACA |
| *Pax2* | NM_011037 | sense | CCTGCGAGCCGACACC |
|  |  | anti-sense | AGGACGCTCAAAGACTCGAT |
| *Ppard* | NM_011145 | sense | ATCCTCACCGGCAAGTCCA |
|  |  | anti-sense | CCTGCCACAGTGTCTCGATG |
| *Stab2* | AK142339 | sense | CTCTGCCATCCTCTCACATGC |
|  |  | anti-sense | TGATATTCCCATCTGCCTTGTCC |

How the deposited data were processed for this re-analysis (not part of the article)

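RNA of whole kidneys from *Il18*+/+ and *Il18*-/- mice aged 6 and 12 weeks, 3 per group, was measured on 12 Agilent one-colour mouse arrays. The authors labelled the RNA with Cy3, hybridized and scanned the arrays, and extracted each spot's intensity with Feature Extraction, whose version in the file headers is later than the one in the methods. The deposited scanner files hold the processed intensity after background subtraction and detrending, the mean spot intensity, the local background and flags for spots well above background, saturated or uneven. The deposited series table holds the same processed intensity, and both sets differed by at most 0.498%. The authors' own normalization is not in these files. The labels give BALB/c where the methods give C57Bl/6, and both are stated here because the files do not settle it.

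Control spots and spots flagged as uneven (92 to 159 per array) were left out. No spot was saturated. Between 31073 and 34967 gene spots per array were well above background. The 75th percentile of these spots lay between 2364 and 2975 before scaling, and each array was divided by it, following the methods. Spots of a probe were averaged on the log2 scale. The number of arrays, 3 per group, limits precision, and signals near background limit what can be said of dim probes.

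Genotypes were compared at 6 weeks, at 12 weeks and as the mean of both ages, and the genotype effect at 6 weeks was compared with that at 12 weeks. Each probe was fitted by least squares with the 4 group means, and limma's empirical Bayes step moderated the variances. Tests were two-sided with Benjamini-Hochberg adjustment over the probes tested. A probe was counted by the paper's criterion when it differed more than 2-fold at an unadjusted p under 0.05, and called when its adjusted p was under 0.05. The paper names no test for the arrays. Genes named in the text were those of the paper's tables and *Gapdh*, at each age the 5 largest changes among probes past the 2-fold criterion that had a symbol, were well above background on all arrays compared and did not overlap between the genotypes, and over both ages the 5 smallest p values among probes well above background on all 12 arrays. A gene of the paper's tables was the mean of the probes that match its accession in Additional file 1. Where neither group was well above background on all its arrays, signals are given in place of a ratio.

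The normalization, filter, contrasts, naming rule, 13 marker lists with 26 list tests, windows of 5, 10 and 20 Mb around *Il18* and most alternatives were set before the data were examined, and later additions are named where they are used. The lists were macrophage, T cell, neutrophil, interferon-gamma response, tubular injury, podocyte, PPAR target, adrenal, adipose, erythroid, circadian clock, handling stress, and Y chromosome with *Xist*. No gene is in more than one list, and none is among the kidney genes of the paper's tables. Each symbol was represented by its brightest probe and tested with limma's camera (preset correlation 0.01) and fry. The clock genes were also divided into a morning arm of 4 genes and an evening arm of 9. Values of single measures were tested with exact permutation tests, in which 3 arrays against 3 cannot give a p under 0.1, and differences between ages with the 200 labellings within the ages, whose smallest p is 0.005.

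Alternatives changed the percentile, the normalization (quantile), the background correction (normexp with an offset of 50, or none), a floor on low signals, the series table as source, the filter on dim probes, the arrays in the fit, the variance moderation, the methods' t-test, the form of the ratio, the probe that stands for a gene, slide as a block, the replicate number as a block, and each array left out in turn. The replicate numbers do not pair the mice.

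The procedure was tested on simulated data built from these arrays before use, in which it called 58.2% of the 2-fold and 94.9% of the 4-fold changes put in, with 11 false calls among 161. The simulated noise was independent between probes and held no slide effect, so these rates need not hold for the real arrays. Analyses were run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. RT-qPCR, staining, serum and recombinant IL-18 experiments were not analysed here, and neither was the IPA core analysis.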

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

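Chosen after the results they address had been seen were the tests of where the called probes lie (apart from those by slide), the tests of probe sequences, the division of the clock genes into arms with the tests of clock time, of the slide at 6 weeks and of *Il18*+/+ mice across the ages, both tests of the interferon-gamma genes and the chance tests of the adipose, PPAR target and handling stress genes. *Nov* and *Notch1* are left out because a probe of each was not well above background in either group.

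Over both ages, 17 of 30549 probes had an adjusted p under 0.05 in limma, 8 higher and 9 lower in *Il18*-/- mice, and 14 of them lie within 10 Mb of *Il18*, 6 higher and 8 lower. Apart from *Il18* itself, the paper does not report them. Among probes well above background on all 12 arrays, those with the smallest p were *Apoc3* (log2 fold change 2.08, adjusted p = 6.66e-07), *Fxyd6* (1.63, adjusted p = 0.000281), *Tmprss4* (1.70, adjusted p = 0.000337) and *Bco2* (−1.71, adjusted p = 0.000825), beside *Il18* itself (−2.0, adjusted p = 9.18e-05). None of these overlapped between the genotypes at either age. Chance gives 10% at each age for probes not selected for their change, but these were selected by p on the same arrays. Without the *Il18*-/- array of 6 weeks that is replicate 1, 28 probes passed in place of 17. Of 100 labellings of the arrays within the ages, 1, the real one, gave as many called probes, which argues against chance alone. By the 2-fold criterion, 14 of 230 mapped probes at 6 weeks lie in this window (odds ratio 6.41, Fisher's exact p = 1.52e-07) and 21 of 148 at 12 weeks (odds ratio 16.7, p = 6.61e-18). Windows of 5 and 20 Mb gave odds ratios of 7.96 and 3.94 at 6 weeks and of 16.9 and 9.37 at 12 weeks.

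An effect of IL-18 loss on genes wherever they lie would not gather them around the gene, and Fisher's exact test of the 17 probes gave p = 8.51e-26. Slide as the whole cause is argued against at 12 weeks by an odds ratio of 8.93 among the arrays of slide 2. At 6 weeks the odds ratio was 3.31 with slide as a fixed block, a weaker argument because 1 array links the slides of the genotypes. A different strain across the whole genome of one genotype is argued against by the 15 of 17 probes that lie on chromosome 9. A candidate explanation is DNA of the stem cell donor kept around the targeted gene, since 82.4% of the called probes lie in the window. Probes that bind the transcripts of one strain only cannot be told apart from true changes here: 6 of the 14 probes are higher in *Il18*-/- mice, and of the lower ones 1 of the 2 genes with another tested probe moved the same way at an unadjusted p under 0.05. Of the higher ones, *Apoc3* alone has another tested probe, which moved by 0.30 against 2.08 and did not reach that p. An effect of the targeting construct on neighbouring genes, and of IL-18 loss on some of these genes, stays open and was not tested.

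For 12 of 30549 probes the genotype effect differed between 6 and 12 weeks at an adjusted p under 0.05, 4 with a higher and 8 with a lower effect at 6 weeks. The count was 28 without *Il18*+/+ replicate 1 of 12 weeks, 4 without *Il18*+/+ replicate 3 of 12 weeks and 7 without *Il18*-/- replicate 1 of 6 weeks. Of 100 labellings within the ages 2 gave as many, the real one and the one that swaps the genotypes at 12 weeks. That swap asks for the mean effect of both ages. Chance alone is therefore argued against, although the labellings cannot separate genotype from slide at 6 weeks. Singled out after their values were seen, the probes include *Arntl*, *Per3*, *Ciart* and *Dbp* of the circadian clock. Over 13 of the 15 listed clock genes the median difference was 0.70, or 0.85 relative to the median of all probes (camera adjusted p = 1.15e-08, fry adjusted p = 0.00514, and fry's test of both directions held at each age as well, with adjusted p = 0.000475 and 0.00165). The mean of the evening arm minus the morning arm was 0.61 ± 0.49 (SD) in *Il18*+/+ and 2.68 ± 0.67 in *Il18*-/- mice at 6 weeks, and 4.55 ± 0.39 and 2.51 ± 0.43 at 12 weeks, with no overlap between the genotypes at either age (10% by chance). The genotype effect on this measure therefore differed by 4.12 between the ages (exact permutation test, p = 0.005, the smallest that 200 labellings allow).

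A slide effect at 12 weeks is argued against by a difference of −2.26 among the arrays of slide 2, where *Il18*+/+ arrays lay between 4.65 and 4.89 and *Il18*-/- arrays between 2.12 and 2.96. At 6 weeks slide and genotype cannot be told apart, because no slide held both, and the *Il18*+/+ array of 12 weeks on slide 1 differed from those on slide 2 by −0.64 (−0.644). A loss of IL-18 that moves the clock from one point held by *Il18*+/+ mice of both ages is argued against by the difference of 3.95 between *Il18*+/+ mice of 12 and 6 weeks. Kidneys taken at different clock times may explain the pattern, although the methods state a single hour. The 7 genes of the arms that had not been noticed beforehand gave a difference of 1.95 with p = 0.005 in the exact permutation test. Any cause that shifts the whole clock would move these genes too, so the test cannot single out collection time. An effect of age on the clock that differs with the genotype stays open as a biological explanation and was not tested.

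The genotype effect on *Ppard* and *Lrat* at 6 weeks minus that at 12 weeks was −2.28 and −1.50 on the log2 scale. Over all probes *Ppard* passed the adjustment and *Lrat* did not (limma adjusted p = 0.0327 and 0.17). For *Ppard*, a difference in clock time may contribute: within the 4 groups its signal fell as the evening minus morning measure rose (12 arrays, Pearson r = −0.736, permutation p = 0.0262, 0.0524 after adjustment over 2 relations, Spearman rho = −0.692, permutation p = 0.044). Without the 2 arrays farthest from the median, r was −0.662. On slide 2 alone, with 7 arrays, r was −0.62 (permutation p = 0.333). A genotype effect that changes with age, as the paper's reading of recovery would have it, stays open. For *Lrat* no explanation was tested apart from slide, and with slide as a fixed block its ratio at 6 weeks was 0.607.

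Differences between the ages also appeared in the medians of the PPAR target list (0.31, or 0.314 to 3 digits), the adipose list (0.18, or 0.181) and the handling stress list (0.13, or 0.132), which are 0.47, 0.34 and 0.29 relative to the median of all probes. Camera gave adjusted p values of 1.37e-06, 0.0293 and 0.0223, none held under fry (adjusted p = 0.877 for each), and exact permutation of the list means over the 200 labellings gave p = 0.075, 0.825 and 0.535, so chance cannot be excluded for any of these 3 lists. All 14 PPAR targets, 8 of 9 adipose genes and 10 of 11 stress genes were tested in these kidneys. For the PPAR targets, a difference in clock time and an effect of genotype that changes with age cannot be told apart, because the correlation with the clock genes within groups was weak (r = 0.341, permutation p = 0.528, rho = 0.00699, permutation p = 0.989, r = 0.241 without the 2 farthest arrays). Apart from chance, no explanation was tested for the stress list.

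The paper does not report on fat tissue genes in the kidney. The adipose list was higher in *Il18*-/- mice, with a median of 0.83 (0.829) at 6 weeks and 0.69 at 12 weeks. By the sign of the change alone, 8 of 8 genes were higher at each age. At 12 weeks these include *Plin1*, which was not well above background on all 3 arrays of either group. They also include *Fabp4* and *Ucp1*, with log2 fold changes of 0.041 and 0.02 at 12 weeks (standard errors 0.225 and 1.47). With normexp the list medians were 0.72 and 0.23, and the difference between the ages 0.54. Camera gave adjusted p = 2.58e-07 and 0.0592 and fry 0.684 and 0.786. The list mean was −0.26 ± 0.83 (SD) in *Il18*+/+ and 0.60 ± 0.19 in *Il18*-/- mice at 6 weeks (exact permutation test, p = 0.3), and it fell by 3.91 in *Il18*+/+ and by 4.2 in *Il18*-/- mice from 6 to 12 weeks. At 12 weeks the exact permutation p was 0.6. Of 200 labellings 26 gave as large a mean difference over both ages (exact permutation test, p = 0.13), so chance cannot be excluded for the genotype difference. The brightest probes of the list in *Il18*+/+ mice of 6 weeks, which do not rank the genes by abundance, were those of *Fabp4* at 2.68 and *Cfd* at 1.88 on the log2 scale. A candidate explanation is fat left on some kidneys: the genes rose and fell together between arrays of a group with a mean correlation of 0.671, against a median of 0.226 for random gene sets (permutation p = 1e-04, the smallest that 10000 draws allow). A change of fat metabolism in *Il18*-/- mice stays open and was not tested.

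The interferon-gamma list was lower in *Il18*-/- mice, with medians of −0.25 (−0.252) at 6 weeks and −0.21 (−0.211) at 12 weeks over 15 of 15 genes tested (camera adjusted p = 0.0296 and 3.56e-05, fry adjusted p = 0.786 and 0.945), or −0.17 and −0.29 relative to the median of all probes. Of 200 labellings 22 gave as large a mean difference over both ages, so chance cannot be excluded. Slide may also explain it, since the difference at 12 weeks was −0.02 (−0.0212) among the arrays of slide 2. A lower interferon response in the absence of IL-18, the biological explanation, stays open.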

How the results depend on the processing

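The percentile over spots well above background on all 12 arrays, the methods' t-test with other filters, the choice of a gene's probe by the listed accession as its own name or by the largest change, and the ratio of medians were chosen after seeing the data. Other alternatives were set beforehand.

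The 13 and 15 adjusted calls at 6 and 12 weeks stayed within 1.5 times in 13 of 24 and 11 of 25 alternatives, and the 232 and 150 probes past the 2-fold criterion in 16 of 25 and 14 of 26. The 12 probes that differed between the ages and the 17 called over both ages did so in 17 of 26 alternatives each. Without the filter on dim probes, 4 probes were called at each age, 842 and 619 passed the 2-fold criterion, 11 were called over both ages, and limma called 0 between the ages, where 4623 had an unadjusted p under 0.05. Restricted to probes well above background on all 12 arrays, 94 and 92 passed the 2-fold criterion and 7 differed between the ages. These filters change how many probes are tested. The methods' t-test called 0 probes at each age (2672 and 2225 at an unadjusted p under 0.05, where limma called 13 and 15), and 112 and 84 passed the 2-fold criterion. With both changes, it called 0 at each age, and 48 and 63 passed under the stricter filter (2409 and 2075 unadjusted) and 402 and 332 without a filter (3439 and 3362 unadjusted).

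Normexp gave 50 and 49 probes past the 2-fold criterion, 28 calls at 12 weeks, 26 between the ages and 29 over both ages. No background subtraction gave 55 and 52, 33 calls at 12 weeks, 21 between the ages and 32 over both ages. Both add to low signals, which shrinks their ratios. Variance moderation with a trend and robust fitting called 25, 34, 53 and 28 probes at 6 weeks, at 12 weeks, between and over the ages. Counting symbols gave 127 and 88. Over both ages the percentile over all gene spots called 32 probes, and that over spots well above background on all arrays 34. Slide as a fixed block gave 3 calls and 595 probes past the 2-fold criterion at 6 weeks, 300 past it at 12 weeks, 3 calls between the ages and 5 over both. Slide as a random block gave 4 calls at 6 weeks and 11 over both ages. The arrays of slide 2 gave 306 probes past the criterion at 12 weeks, and no such value exists at 6 weeks. With the replicate number as a block, 6 probes were called at 12 weeks, and its numbers do not pair the mice. Apart from the filters and background corrections, the cause was not tested.

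With 1 array left out, calls ranged from 6 to 24 at 6 weeks and from 6 to 23 at 12 weeks, 2-fold counts from 269 to 331 and from 183 to 346, calls between the ages from 4 to 28 and over both ages from 12 to 28. The arrays behind values over 1.5 times away are *Il18*+/+ replicate 3 and each *Il18*-/- replicate of 6 weeks for the calls at 6 weeks, and each array of 12 weeks for those at 12 weeks. For the 2-fold count at 12 weeks they are *Il18*+/+ replicate 1 and *Il18*-/- replicate 3 (346 and 251). For the calls between the ages they are *Il18*+/+ replicates 1 and 3 of 12 weeks (28 and 4) and *Il18*-/- replicate 1 of 6 weeks (7), and over both ages the last array alone (28).

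The median log2 effect over all probes was −0.0797 at 6 weeks, 0.0794 at 12 weeks and −0.155 for the difference between the ages. With the percentile over all gene spots it was −0.0105, −0.0109 and 0.00418. Among 2-fold probes the share higher in *Il18*-/- mice moved with it, from 40.5% to 54.7% at 6 weeks and from 54.0% to 36.8% at 12 weeks.

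Of the 12 kidney gene pairs 6, among them the dim *Nov* at 6 weeks, were past 2-fold at an unadjusted p under 0.05, and 4 to 8 in the alternatives set beforehand. The probe with the largest change gave 10, and 11 with the percentile over all gene spots as well. *Stab2* at 6 weeks reversed to 0.962 with the probes of its name, which puts 1 bright probe in place of the dim probe of the accession. Rank correlations kept a p under 0.05 under every alternative run at 6 weeks, between 0.762 and 0.976, and over the 12 pairs, between 0.839 and 0.972. At 12 weeks they were between 0.8 and 1, and 4 genes cannot give a p under 0.05. Of the 10 gene and age pairs named for one age, with *Il18* at each age, 8 kept direction and an unadjusted p under 0.05 in all their alternatives. *Pde5a* and *Dirc2* at 6 weeks lost that p with slide as a fixed block. With the mean of all probes per symbol, 10 of 26 list tests passed in place of 8, the additional ones being adipose (median 0.711, adjusted p = 0.0288) and macrophage (−0.148, adjusted p = 0.038) at 12 weeks. Between 52.4% and 59.0% of gene spots per array were well above background, and ratios of the others are not resolved here.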

Differences from the paper's values

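The mean *Itgam* ratio at 6 weeks was 1.37, and the paper's value is 3.02 (SD 0.15). None of the alternatives set before the data were examined closes this gap. The probe with the largest change gave 2.88, and 3.02 with the percentile over all gene spots, and the 1 of its 3 probes whose own name in the files is the listed accession gave 2.88, but these rules were chosen after seeing single probes near the paper's ratios. That probe was not well above background in *Il18*+/+ mice, so 2.88 is a fitted value, and the bound is at least 2.64-fold.

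The mean *Mapk8* ratio at 6 weeks was 0.664, and the paper's value is 0.370 (SD 0.28). Of the alternatives set before the data were examined, those without *Il18*+/+ replicate 2 (0.643) and without *Il18*-/- replicate 3 (0.611) of 6 weeks did not differ by the same comparison, and the others did. The probe with the largest change, chosen after seeing the values, gave 0.353, and 0.371 with the percentile over all gene spots. It was not well above background in *Il18*-/- mice, where the bound is at least 2.54-fold lower.

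Spearman's correlation at 6 weeks was 0.833 (p = 0.015), and the paper's values are 0.881 and p = 0.0038. The array and RT-qPCR ratios printed in Table 3 gave 0.881. Of the alternatives set before the data were examined, the mean of all probes of the gene's name (0.857), leaving out *Il18*+/+ replicate 1 (0.857) and leaving out *Il18*-/- replicate 2 (0.905, p = 0.0046) closed the gap in the correlation, the last also that in p, and no others did. The probe with the largest change, chosen after seeing the values, gave 0.881 (exact permutation test, p = 0.0072).

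Spearman's correlation at 12 weeks was 1 (p = 0.083), and the paper's values are 0.827 and p = 0.0016. The array and RT-qPCR ratios printed in Table 4 gave 0.8 for these 4 genes, so the paper's own ratios do not return 0.827 either. Of the alternatives set before the data were examined, normexp, no background subtraction, the floor on low signals, leaving out *Il18*+/+ replicate 2 and leaving out *Il18*-/- replicate 1 each gave 0.8, and no others came as close. The probe with the largest change, with either percentile, and the ratio of medians, all chosen after seeing the values, also gave 0.8. No alternative reached that p, which lies below the smallest an exact test of 4 genes allows.

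The counts of 232 and 150 probes did not differ from the paper's 158 and 142 genes by more than 1.5 times. Counted as distinct gene symbols they were 127 and 88, and the latter differed from the paper's 142 by more than 1.5 times. Of 26 settings run at 6 weeks, the floor on low signals and slide as a random block came within 10 of the paper's count. Of 27 at 12 weeks, the percentile over all gene spots (144), quantile normalization (137), the fit with 6 arrays (137), variance moderation with a trend (137), the series table (150), arithmetic means (150) and the percentile over spots well above background on all arrays (139, chosen after seeing the values) did, beside 150 itself.

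The paper gives ratios for *Nov*, *Stab2* and *Cxcl10* and does not state which probes they came from. The probes of the accessions in Additional file 1 were not well above background on all arrays of either group. With the percentile over all gene spots, their fitted values were 2.607 for *Nov* and 2.083 for *Stab2*, where the paper gives 2.60 and 2.08. For *Cxcl10*, where the paper gives 0.495, the fitted value was 0.4951 with the main scaling and 0.465 with that percentile. The paper's ratios are thus close to those of these dim probes, at signals that do not resolve a ratio. Brighter probes named *Stab2* and *Cxcl10* had ratios of 0.962 at 6 weeks and 0.790 at 12 weeks. The paper states that the affected molecules other than *Il18* were normal at 12 weeks, and *Ppard* was higher in *Il18*-/- mice at that age by a ratio of 1.98. That ratio does not pass the paper's 2-fold criterion, and limma's adjusted p over all probes was 0.281, so it does not settle a difference from the paper.

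Of the 12 gene and age pairs that the paper lists as past 2-fold, *Itgam*, *Mapk8*, *Pax2* and *Stab2* at 6 weeks and *Cxcl10* and *Notch1* at 12 weeks were not past it at an unadjusted p under 0.05. The probe with the largest change, chosen after seeing the values, brings in *Itgam*, *Mapk8*, *Pax2* and *Notch1*, and with the percentile over all gene spots also *Stab2*. Probes whose own name in the files is the accession, a choice made after seeing the values too, bring in *Itgam*. The dim *Stab2* probe passes with the percentile over all gene spots, with arithmetic means, with slide as a fixed or random block, without *Il18*+/+ replicate 1 and without *Il18*-/- replicate 2 of 6 weeks, and, chosen after seeing the values, with the percentile over spots well above background on all arrays and with the ratio of medians. The dim *Cxcl10* probe passes in the fit with 6 arrays and in the methods' t-test. *Mapk8*, *Pax2* and *Notch1* pass under none of the alternatives set before the data were examined.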

Other observations

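Both slide tests of the calls at 6 weeks and the tests of signals near background were chosen after the results had been seen.

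At each age the real split of the 6 arrays gave more called probes and more probes past the 2-fold criterion than any other: for each of the 4 counts, 1 of 10 splits reached it. With 10 splits the counts alone cannot exclude chance. Where the called probes lie argues against chance as their whole cause: 9 of 13 at 6 weeks (Fisher's exact p = 8.68e-16) and 11 of 15 at 12 weeks (p = 1.82e-19) are within 10 Mb of *Il18*, and 8 probes, *Il18* among them, were called at both ages. The highest counts in other splits were 4 called and 139 past the 2-fold criterion at 6 weeks, and 6 and 128 at 12 weeks. At 6 weeks the real split also follows the slides.

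Of the 13 probes called at 6 weeks, limma called 0 with slide as a fixed block (3 other probes were called) and 4 with slide as a random block, namely *Apoc3*, *Fam55d*, *Il18* and *Tmprss4*, singled out after their values were seen. All 13 kept their direction under both blocks. Slide as the cause is argued against for the 9 of these probes within 10 Mb of *Il18*: at 12 weeks among the arrays of slide 2, which held both genotypes, 9 of 9 moved in the same direction at an unadjusted p under 0.05, where 3.8% of the 28718 probes tested in both did. The other 4 probes, of *Ciart*, *Per3* and *Dbp*, moved the other way at 12 weeks. For them slide and genotype at 6 weeks cannot be told apart, because 0 of the 4 were called with slide as a fixed block, which compares the genotypes only through the arrays of 12 weeks.

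Signals near background may account for part of the 2-fold counts. A probe past the criterion was more often not well above background on all 6 arrays of its age, 56.9% against 6.88% of probes tested at 6 weeks (odds ratio 19.0, Fisher's exact p = 3.81e-91) and 38.0% against 6.31% at 12 weeks (odds ratio 9.36, p = 6.52e-30). A gene that one genotype does not express would also be dim in that group, and this stays open.

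*Emr1* (*Adgre1*), which encodes F4/80, had log2 fold changes of −0.28 at 6 weeks and −0.14 at 12 weeks (limma adjusted p = 0.674 and 0.889), and *Cd4* of 0.13 and 0.0037 (adjusted p = 0.694 and 0.995). Median log2 effects of the macrophage list were −0.10 and −0.14 (camera adjusted p = 0.883 and 0.0592, the latter 0.038 with the mean of all probes per symbol). Those of the T cell list were 0.0050 and −0.037 (adjusted p = 0.248 and 0.288), with a mean of −0.0145 at 6 weeks. The neutrophil list had −0.19 and 0.31 (adjusted p = 0.674 and 0.994), the tubular injury list −0.045 and 0.049 (0.994 and 0.452), the podocyte list −0.10 and 0.082 (0.713 and 0.674), the adrenal list 0.0060 and 0.18 (0.85 and 0.994), the erythroid list 0.0043 and −0.18 (0.409 and 0.105) and the Y chromosome and *Xist* list −0.061 at each age (0.716 and 0.551). Camera's direction went against the median for the neutrophil, tubular injury and handling stress lists at 6 weeks (upward) and the tubular injury list at 12 weeks (downward). The mean had the other sign than the median for the adrenal list (−0.0519) and the handling stress list (0.0326) at 6 weeks. Under another scaling or background correction the sign of the median changed for the macrophage, tubular injury, erythroid, handling stress and Y chromosome lists at 6 weeks and for the tubular injury and podocyte lists at 12 weeks. The genes tested were 9 of 12 listed for macrophages, 10 of 10 for T cells, 7 of 10 for neutrophils, 12 of 12 for tubular injury, 10 of 10 for podocytes, 4 of 10 for the adrenal gland, 8 of 10 for erythroid cells and 3 of 5 for the Y chromosome and *Xist*.

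The lists past camera's adjusted p of 0.05 numbered 8 of 26: adipose, circadian clock (median 0.54, adjusted p = 2.58e-07), PPAR target (0.097, adjusted p = 0.0296) and interferon-gamma at 6 weeks, and circadian clock (−0.35, adjusted p = 0.000348), PPAR target (−0.19, adjusted p = 3.81e-06), handling stress (−0.26, adjusted p = 0.0127) and interferon-gamma at 12 weeks. The handling stress list at 6 weeks had −0.019 (adjusted p = 0.415). Under fry's test of one direction, the circadian clock list at 6 weeks alone held of these (adjusted p = 0.00956), with 0.668 for that list at 12 weeks. Under its test that allows both directions, the circadian clock list held at both ages (adjusted p = 0.000475 and 0.00165) and no other list did.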
